A study of Homo sapiens with 12 samples. Its data were reported in "Endogenous retroviruses mediate transcriptional rewiring in response to oncogenic signaling in colorectal cancer" (2024).

How the data were processed

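The series profiled acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, in HCT116 colorectal cancer cells by CUT&RUN. In this assay an antibody directs a nuclease to the marked chromatin and the released DNA fragments are sequenced. The labels list 12 libraries: 6 with the H3K27ac antibody and 6 with a nonspecific immunoglobulin G (IgG). Each antibody was used in 2 untreated replicates, 2 replicates treated with 1 μM cobimetinib for 24 hours and 2 treated with TNFα at 100 ng/ml for 24 hours. The peak lists of the 6 H3K27ac libraries were analysed; the IgG libraries are not analysed here, so no background measured the same way is subtracted or compared.

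Per the study's methods, reads were trimmed with BBDuk, aligned to hg38 with BWA and filtered for mapping quality with samtools. The authors called peaks with MACS2 separately in each library, without an IgG background, at a relaxed p-value threshold in paired-end mode and again in single-end mode. Both lists of a library were merged with bedtools, keeping the higher score. The deposited score is therefore the authors' own value for a peak. It is a whole number, its lowest value was 20 in every list, and on MACS2's scale of minus 10 times log10 of the p-value this corresponds to a p-value of 0.01. A score rises with sequencing depth, so scores were used here only to rank or filter peaks within their own list. Read counts and sequencing depth are unknown from these lists, and the DESeq2 comparison of read counts that the study made could not be repeated from them. Peak names mark untreated replicate 2 as merged after resequencing.

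Following the study's rule for its peak regions, the 20000 highest-scoring peaks of each library were pooled and merged within 100 bp, with ties in the order of the file. A library held a region if at least 1 bp overlapped one of its 20000 peaks. Lost regions were held by both untreated libraries and neither treated library, and gained regions by both treated and neither untreated library. Kept regions were held by all 4 libraries. Presence or absence in 2 libraries against 2, without read counts, allows no test of single regions. Each count was therefore set beside the same counts for the other 2 splits of the 4 libraries into pairs. After the data were seen, lost counts were compared with mixed pairs that hold untreated replicate 2 and gained counts with mixed pairs that do not, since that library differed from the rest. Start-site and motif odds ratios were computed in the same way for the regions of mixed pairs. With 3 splits no such comparison can give a p-value under 0.05. Similarity of libraries was the Jaccard index in base pairs, tested by an exact permutation over the 15 ways to pair 6 libraries (one-sided). The precision of each share at start sites is given as a 95% Wilson interval, which covers counting error only.

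Positions were compared with GENCODE annotation and the hg38 sequence, whose chromosome names and lengths fit the peak coordinates. Promoter regions lay within 1 kb of the start of a protein-coding transcript and all others were called distal. Lost or gained regions were compared with kept regions by Fisher's exact test (two-sided) for start sites and tandem arrays. Motifs in distal regions were compared by the Cochran-Mantel-Haenszel test (two-sided) over 5 strata of region width. The motifs were TGASTCA for AP1 and GGGRNWYYCC, on either strand, for NF-κB, with the words ACTSAGT and CCYYWNRGGG as controls of the same base composition. An AP1 tandem array was defined as 3 or more TGASTCA words whose starts lay 26 to 32 bp apart. It stands in for the tandem repeat that the study describes in LTR10A and LTR10F elements, since a repeat annotation was not used here, and it is not an annotation of LTR10. Each region has 1 presence or absence per library and no error of its own, and regions are not independent replicates, so these p-values describe the libraries at hand. The 7 tests were adjusted together by the Benjamini-Hochberg method.

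Lists of 12 genes induced by MAPK signaling (PHLDA1, SPRY2, SPRY4, DUSP4, DUSP6, CCND1, EPHA2, EPHA4, ETV4, ETV5, FOSL1 and EGR1) and 12 induced by TNFα through NF-κB (NFKBIA, TNFAIP3, TNFAIP2, NFKB1, NFKB2, RELB, BIRC3, ICAM1, CXCL1, CXCL2, CXCL8 and CCL20) were written down before the data were examined, as were the comparisons, the tests and most alternatives. Each list's called regions within 50 kb of a start site were compared with 10000 random gene lists matched on the number of regions near each gene. The genes named are list members with a called region within 50 kb and 15 genes from loci the study examined. The regions named are, in each set, the 3 with the best mean rank over the libraries that held them and at most 5 that overlapped an array.

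To judge the overlap of regions lost under each treatment, 6 unchanged libraries were simulated 100 times from the mean of the untreated libraries, with the correlation of the untreated replicates. The interval functions were checked against bedtools in 20 rounds of random intervals with 0 disagreements. On simulated data for 38598 regions, 200 regions drawn from those with the highest mean signal were emptied in both treated libraries. The lost-region rule recovered 68.5% of them at the replicate spread of the untreated pair, 95.5% at that of the cobimetinib pair and 98.0% at that of the TNFα pair. Recovery of weaker regions or of partial losses was not simulated. The rule called 3.96%, 1.92% and 1.83% of unchanged regions, respectively. These are shares of all unchanged regions, whereas the Results give lost regions as a share of those held by both untreated libraries. As a share of all 38598 regions, both observed lost counts lay below each of these rates. In 1000 simulations of a word in cobimetinib lost regions whose odds followed region width, 5 width strata returned a median odds ratio of 1.89 where 2 was planted and a p-value under 0.05 in 9.80% of simulations with no association. With 20 strata these values were 2.03 and 5.00%, so 20 strata were added as an alternative. Of 100 random gene lists tested against TNFα gained regions, 0% had a share under 0.05.

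Alternatives changed the number of peaks taken, the merging distance, the overlap that makes a region held, the definition of absence, the distances to genes, the motif settings and the replicates included. Ties in random order, strata of GC content and 20 width strata were chosen after seeing the data. The ratio of a word's odds ratio to that of its control word, both with width and GC strata, was given a 95% interval from 2000 bootstrap draws of regions, also chosen after seeing the data. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.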

Results

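HCT116 cells, a colorectal cancer line with an active MAPK pathway, received no treatment, cobimetinib at 1 μM or TNFα at 100 ng/ml, with 24 hours of exposure. Cobimetinib inhibits the MAPK kinase MEK1, and TNFα is a cytokine that activates NF-κB and AP1. H3K27ac CUT&RUN was performed on 2 replicates per condition to ask how enhancers respond when MAPK/AP1 signaling is inhibited or stimulated. The authors' lists held 86952 peaks in untreated replicate 1 and 124771 in untreated replicate 2. Cobimetinib replicates 1 and 2 had 106337 and 69813 peaks, and the TNFα replicates had 115572 and 92711. Read depth is unknown from these lists, and the IgG libraries are not analysed here.

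The 20000 highest-scoring peaks differed in shape between untreated replicate 2 and the rest. Their median width was 380 bp in that library and between 922 and 1265.5 bp in the other 5. Among these peaks, 29.1% (95% Wilson interval 28.5 to 29.7%) lay within 1 kb of a protein-coding start site in untreated replicate 2, against 46.0% (45.4 to 46.7%) in untreated replicate 1. In the 4 treated libraries the share ran from 40.4% to 44.4%. At the last score taken, 7102 peaks of untreated replicate 2 were tied, against at most 533 in any other library.

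Replicates were then compared with libraries of other conditions. The mean Jaccard index was 0.477 within conditions and 0.441 between them, a difference of 0.0362. The actual pairing ranked among the highest 2 of 15 pairings (exact permutation p = 0.133, one-sided, smallest possible p 0.0667), so replicates were not shown to be more alike than other libraries. The cobimetinib pair had an index of 0.583 and the TNFα pair 0.591. The untreated pair reached only 0.258, and untreated replicate 2 had an index of at most 0.292 with any library. The lowest index among the other 5 libraries was 0.476. Untreated replicate 1 was closest to TNFα replicate 1, with an index of 0.600. Counting shared regions in place of base pairs also left the untreated pair lowest of the replicate pairs, at 0.361 against 0.644 for cobimetinib and 0.664 for TNFα. By that count the actual pairing ranked highest of the 15, with a difference of 0.0450 (exact permutation p = 0.0667, one-sided).

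**Figure D1:**
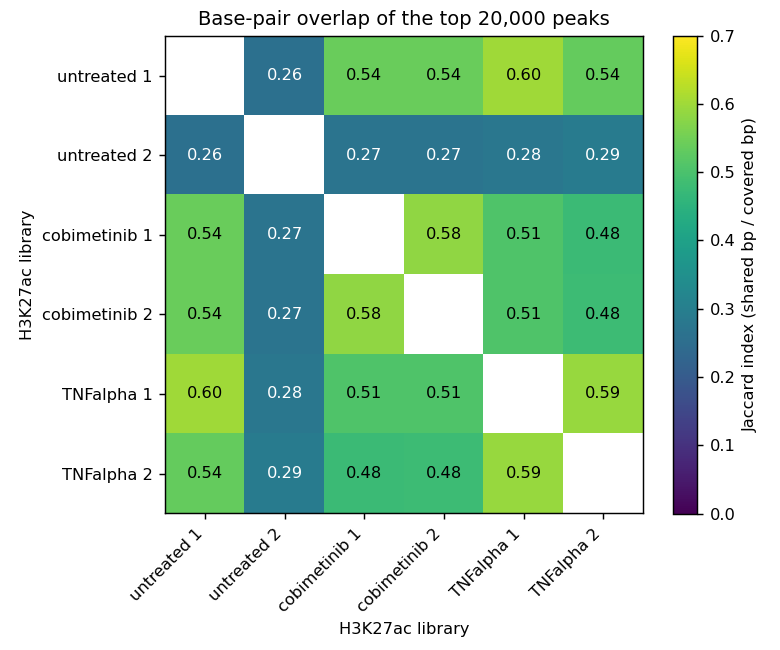
Jaccard index in base pairs for each pair of the 6 H3K27ac libraries, over the 20000 highest-scoring peaks of each; both axes list libraries by condition and replicate number. Untreated replicate 2 has values from 0.258 to 0.292 with every other library, and the other libraries have values from 0.476 to 0.600 with each other.

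Merging the peaks gave 38598 regions with a median width of 937 bp. All 6 libraries held 7931 regions, and 15668 regions were held by a single library. Untreated replicate 2 alone held 7609 of those, and the other libraries held between 1226 and 1847 each.

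To find regions that responded to MEK1 inhibition, untreated and cobimetinib libraries were compared. Cobimetinib lost regions numbered 619, which is 6.03% of the 10267 regions held by both untreated libraries. Cobimetinib gained regions numbered 1512, or 10.0% of the 15075 regions held by both cobimetinib libraries. The other splits of the same 4 libraries, each pairing an untreated with a cobimetinib library, gave 1107 and 209 regions, and 1192 and 172 regions. Pairs that hold untreated replicate 2, the least similar library, gave 209 and 172 regions, so the 619 lost regions exceeded both. They were fewer than the median of 1578 lost in simulated unchanged libraries, which took the replicate correlation of the untreated pair. A loss beyond replicate differences therefore rests on the mixed pairs alone. Pairs without untreated replicate 2 gave 1107 and 1192, and the number gained exceeded both, but not when all deposited peaks were taken (4836 against 6674) or when peaks had to cover 50% of a region (1598 against 1922). These counts depended on which libraries entered. Without untreated replicate 2 there were 3216 lost and 1823 gained regions, and without untreated replicate 1 there were 8603 lost and 6230 gained. Leaving out either cobimetinib library gave 1142 or 1150 lost and 3866 or 3845 gained regions. The change that moved the lost count most while keeping all libraries was taking all deposited peaks, with 3840 lost regions.

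Untreated and TNFα libraries were compared to find regions that responded to stimulation. TNFα gained regions numbered 1375, 8.90% of the 15443 regions held by both TNFα libraries, and TNFα lost regions numbered 387, 3.77% of those held by both untreated libraries. The other splits gave 1463 and 219 regions, and 911 and 154 regions. The lost count exceeded those of the mixed pairs that hold untreated replicate 2 (219 and 154), but was below the simulated median of 1578. The gained count was between those of the mixed pairs without untreated replicate 2 (1463 and 911), so a gain beyond replicate differences was not shown. Without untreated replicate 2 there were 1699 gained and 2804 lost regions, and without untreated replicate 1 there were 6200 gained and 8374 lost. Leaving out TNFα replicate 1 gave 3784 gained and 949 lost regions, and leaving out TNFα replicate 2 gave 3219 and 720.

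A direct comparison of the treatments does not use presence in the untreated libraries, although their peaks helped set the region boundaries. TNFα libraries held 2089 regions that neither cobimetinib library held, and cobimetinib libraries held 1694 regions that neither TNFα library held. The other splits gave 464 and 411 regions, and 361 and 495 regions, so both counts exceeded every count from mixed pairs. Leaving out TNFα replicate 1 raised the TNFα count to 4397, and leaving out cobimetinib replicate 1 raised the cobimetinib count to 4075, the highest values of the 4 settings that each left out 1 replicate. When absence was taken as lying outside the 40000 highest peaks, 834 and 572 regions met the rule, against at most 55 for mixed pairs.

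**Figure D2:**
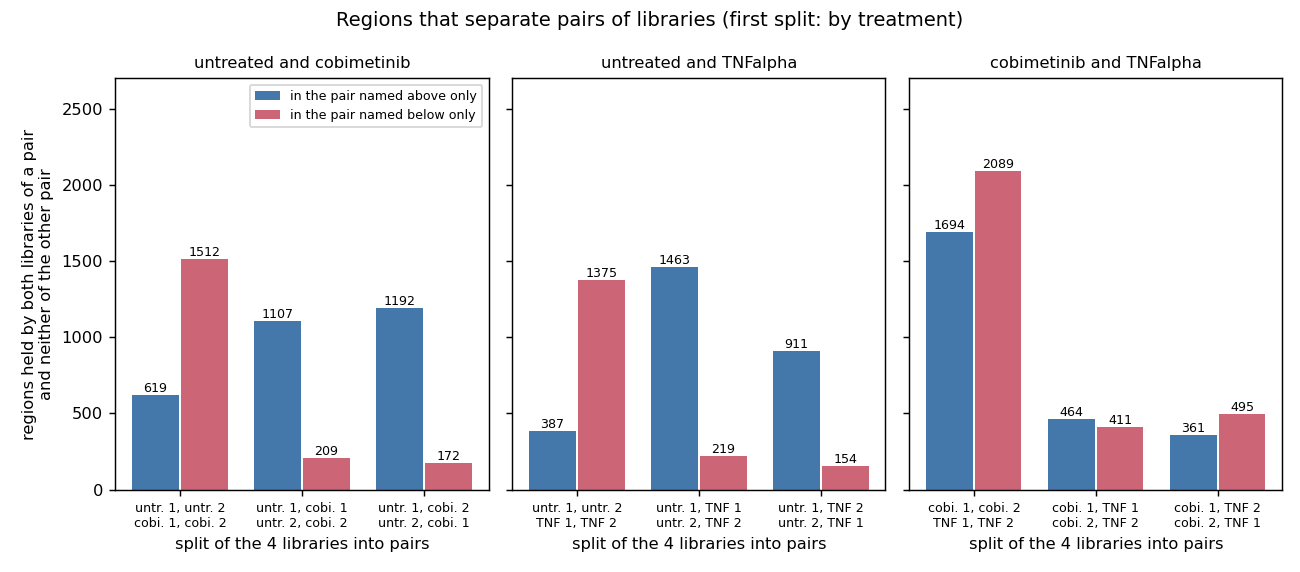
Number of regions held by both libraries of 1 pair and neither of the other, for the 3 ways to split each set of 4 libraries; blue bars count regions of the pair named on the upper line and red bars those of the lower line, with the split by treatment first. The cobimetinib and TNFα libraries are separated by 1694 and 2089 regions, against at most 495 for mixed pairs, and lost regions against untreated (619 and 387) exceed the mixed pairs that hold untreated replicate 2 (at most 209 and 219).

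The highest-ranking called regions were examined individually. The cobimetinib lost region with the best mean rank lay on chromosome 8 at 140645179 to 140646549 (hg38), in an intergenic position 9546 bp from the nearest start site, that of AGO2. Its best peak ranked 1152 and 827 in the untreated libraries, 27564 and 31893 in the cobimetinib libraries, and 80 and 49 in the TNFα libraries. The next lay in an intron of PHLDB2 on chromosome 3 at 111922708 to 111924686 and ranked 394 and 2904 untreated, 67219 and 60785 under cobimetinib, and 91 and 92 under TNFα. Both of these regions also led the set held by TNFα and not by cobimetinib libraries, and each contained 1 AP1 word. The third lost region lay on chromosome 6 at 113351761 to 113353617, 503728 bp from the start of MARCKS. Leading gained regions under cobimetinib lay near ALPP on chromosome 2 (232385293 to 232386515), at the start of ABLIM1 on chromosome 10 (114684296 to 114685562) and in an intron of NEDD4L on chromosome 18 (58268456 to 58271081).

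The TNFα gained regions with the best mean ranks lay in an intron of CDK6 on chromosome 7 (92641569 to 92642674), in an intergenic position on chromosome 19 (201789 to 202269) and near OR8S1 on chromosome 12 (48539945 to 48540805). The first ranked 1117 and 1087 in the TNFα libraries and 45760 in untreated replicate 1, and untreated replicate 2 and both cobimetinib libraries had no peak there. TNFα lost regions were led by intronic regions of HIC2 on chromosome 22 (21436216 to 21436678) and MICAL2 on chromosome 11 (12163594 to 12164844), and an intergenic region on chromosome 2 (39481283 to 39482131). An intronic region of LMF1 on chromosome 16 (914443 to 914897) completed the TNFα over cobimetinib set. In the converse set, the leading region lay between genes on chromosome 1 (24018139 to 24019549) and was followed by those near ALPP and at ABLIM1.

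Regions lost under both treatments were counted among the 10267 held by both untreated libraries. There were 129 such regions, an odds ratio of 9.58 (95% confidence interval 7.55 to 12.1). Because both comparisons share the untreated libraries, some excess is expected without any response. Simulated unchanged libraries gave a median odds ratio of 3.86, ranging from 3.26 to 4.42 over 100 draws. These simulated libraries took the replicate correlation of the untreated pair, 0.372, and lost a median of 1578 regions, more than the 619 observed. Without untreated replicate 1 the odds ratio was 167 and without TNFα replicate 1 it was 6.09.

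Called regions were then compared with kept regions for their position. Start sites lay within 1 kb of 161 of 619 cobimetinib lost regions and of 4404 of 8600 kept regions, an odds ratio of 0.335 (0.277 to 0.404; Fisher's exact test p = 6.06e-35, adjusted p = 2.12e-34). For TNFα gained regions the share was 202 of 1375 (14.7%) against 4409 of 8988 kept regions (49.1%), an odds ratio of 0.179 (0.152 to 0.209; Fisher's exact test p = 4.13e-140, adjusted p = 2.89e-139). Kept regions were wider, with a median of 1759.5 bp against 1297 bp for cobimetinib lost regions. All 6 sets of called regions had fewer start sites than their kept regions, with odds ratios from 0.151 to 0.513. A deficit against kept regions was therefore not specific to a treatment or a direction. Mixed pairs that hold untreated replicate 2 gave 0.226 and 0.318 in the untreated and cobimetinib libraries, so the deficit in lost regions was not larger than between mixed pairs. Mixed pairs without it gave 1.06 and 0.760 in the untreated and TNFα libraries, both above the value of gained regions. Without untreated replicate 1 these odds ratios were 0.0656 and 0.736, and without cobimetinib replicate 2 the first was 0.530.

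Motifs were examined in distal regions, since cobimetinib is directed at the pathway that activates AP1. The AP1 word was present in 319 of 458 distal cobimetinib lost regions (69.7%) and 2808 of 4196 distal kept regions (66.9%). With strata of width the common odds ratio was 1.70 (1.36 to 2.12; Cochran-Mantel-Haenszel test, n = 458 and n = 4196 regions, p = 1.75e-06, adjusted p = 4.08e-06), and for the control word it was 1.02 (0.789 to 1.31). Without width strata the odds ratio was 1.13 (Fisher's exact test p = 0.249), so the excess was seen only at matched width. At matched width it was 1.102 without untreated replicate 1. Mixed pairs that hold untreated replicate 2 gave 0.425 and 0.690, both below the value of lost regions.

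In distal TNFα gained regions the AP1 word was present in 698 of 1173 (59.5%), against 3154 of 4579 kept regions (68.9%). The odds ratio at matched width was 1.27 (1.08 to 1.49; Cochran-Mantel-Haenszel test, n = 1173 and n = 4579 regions, p = 0.00379, adjusted p = 0.00530). The control word gave 1.38 (1.12 to 1.68), so an AP1 excess beyond base composition was not shown, and without width strata the odds ratio was 0.664. Without TNFα replicate 1 it was 0.975. The NF-κB word was present in 227 of 1173 gained regions (19.4%) and 907 of 4579 kept regions (19.8%). Its odds ratio at matched width was 1.57 (1.28 to 1.93; Cochran-Mantel-Haenszel test, n = 1173 and n = 4579 regions, p = 1.82e-05, adjusted p = 3.18e-05), and its control word gave 0.789 (0.628 to 0.990). Without width strata the NF-κB odds ratio was 0.972 (Fisher's exact test p = 0.742), and with the 10000 highest peaks of each library and width strata it was 1.19, no longer past the threshold. Mixed pairs without untreated replicate 2 gave 1.03 and 0.742 for the NF-κB word and 0.881 and 0.780 for the AP1 word.

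**Figure D3:**
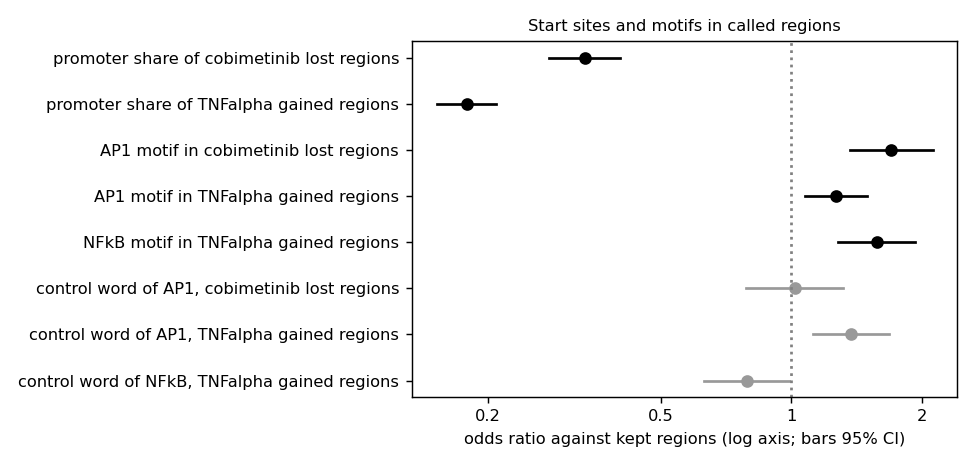
Odds ratios with 95% confidence intervals, on a log axis, for start sites within 1 kb and for motifs in distal regions (5 width strata), each set against kept regions; grey points are the control words. The NF-κB word in TNFα gained regions (1.57) and the AP1 word in cobimetinib lost regions (1.70) are above their control words (0.789 and 1.02), and the AP1 word in TNFα gained regions (1.27) is not above its control (1.38).

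The study centers on LTR10 elements, which carry tandem AP1 motifs. The hg38 sequence held 98 AP1 tandem arrays as defined here, 45 of them in 36 of the H3K27ac regions. Cobimetinib lost regions overlapped an array in 0 of 619 cases, against 18 of 8600 kept regions, an odds ratio of 0 with an upper limit of 3.16 (Fisher's exact test p = 0.629, adjusted p = 0.734). TNFα gained regions overlapped an array in 2 of 1375 cases, against 20 of 8988 kept regions (odds ratio 0.653, 0.0739 to 2.69; Fisher's exact test p = 0.759, adjusted p = 0.759). An enrichment of arrays was not detected by presence or absence. From read counts and a repeat annotation, the study reported LTR10 enrichment among H3K27ac regions lowered by cobimetinib or raised by TNFα. Array regions were too few here, and arrays are not an LTR10 annotation, so these counts cannot decide on that enrichment. Without untreated replicate 1 the first odds ratio was 0.0572 (0.00137 to 0.363). The direction of the first value changed with the 10000 highest peaks of each library (1.24) and that of the second with the 40000 highest (1.29), neither past the threshold. The array regions gained under TNFα were in an intron of IQCF1 on chromosome 3 (51902181 to 51903379) and 16792 bp from HLA-G on chromosome 6 (29844637 to 29846472). Both were also among the 6 array regions held by TNFα and not by cobimetinib libraries, which included regions on chromosome 18 (9422445 to 9423828), chromosome 6 (4487337 to 4488307) and chromosome 12 (63418970 to 63420392).

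The locus of ATG12 and AP3S1 on chromosome 5 illustrates a region held by every library. An array of 10 AP1 words with a median step of 28 bp lay at 115928830 to 115929088, between genes and 87.3 kb from the start of ATG12. The surrounding region, 115927190 to 115931614, ranked 1034 and 922 in the untreated libraries, 2922 and 1182 in the cobimetinib libraries and 1072 and 1222 in the TNFα libraries. Both cobimetinib libraries and both TNFα libraries thus placed this region lower than both untreated libraries. No test was made for this single region, so neither a response nor its specificity to MEK1 inhibition was shown. In untreated replicate 2 and cobimetinib replicate 1 the array lay wholly in the gap between flanking peaks. In untreated replicate 1 and both TNFα replicates flanking peaks reached into it, and a peak of cobimetinib replicate 2 covered it. Another array of 10 words on chromosome 1 (236097120 to 236097387), 45.4 kb from the start of GPR137B, lay in a region that ranked 8 and 89 untreated, 4 and 12 under cobimetinib and 15 and 123 under TNFα.

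**Figure D4:**
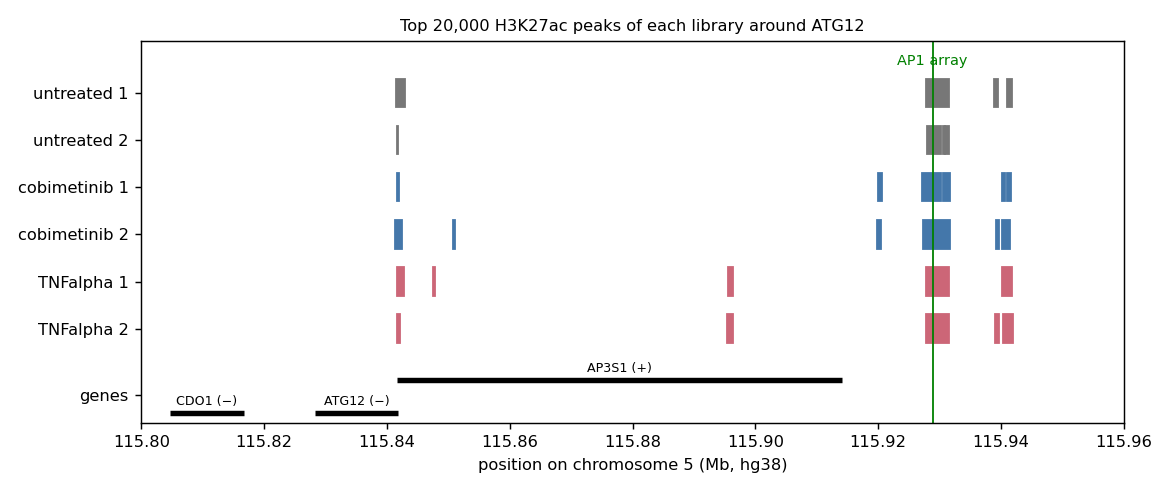
Map of the ATG12 locus on chromosome 5 (position in Mb, hg38) with the 20000 highest-scoring peaks of each library as blocks, protein-coding genes with their strand as black bars and the AP1 tandem array as a green line. Peaks flank or cover the array, 87.3 kb from the start of ATG12, in each of the 6 libraries.

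Of the 15 genes at loci the study examined, 13 (ATG12, AP3S1, XRCC4, TMEM167A, VCAN, NES, MCPH1, AGPAT5, KDM6A, MAOB, MIR222HG, ZNF165 and GPR137B) had no called region of any set within 50 kb. This window did not reach the arrays 87.3 kb from ATG12 and 101 to 108 kb from TMEM167A. All 6 libraries held the regions of those arrays, so they could not be called. The absence of called regions near these genes therefore says nothing about those arrays. MEF2D had an intronic region (chromosome 1, 156490290 to 156491243) that was lost under TNFα and overlapped a start site. FGF2 had a region 27953 bp from its start (chromosome 4, 122797795 to 122798729) that was gained under cobimetinib. Both were also held by cobimetinib and not by TNFα libraries. Neither overlapped an array. An AP1 array lay 40.3 kb from the start of FGF2, in another region (chromosome 4, 122786051 to 122786834). That region ranked 14374 and 31959 in the TNFα libraries and 41091 in untreated replicate 1. The other libraries had no peak there. Only TNFα replicate 1 held it, so it met no rule.

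Genes known to respond to each pathway were examined as lists. Near the 12 MAPK genes there was 1 cobimetinib lost region, 11164 bp from the start of FOSL1 on chromosome 11 (65911737 to 65913090), and the share of random lists with as many or more was 0.565. There were 7 such regions without untreated replicate 2, 3 without untreated replicate 1 and 2 without cobimetinib replicate 1, where the medians of random lists were 5, 7 and 1. Another region, 685 bp from the start of FOSL1, was gained under cobimetinib. SPRY4, EPHA2, ETV4 and FOSL1 each had 1 region held by TNFα and not by cobimetinib libraries, and SPRY2 and EPHA2 each had 1 in the converse set. PHLDA1 and EPHA2 had a region gained under cobimetinib, and EPHA2 also had a region gained under TNFα.

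Near the 12 NF-κB genes there were 5 TNFα gained regions, at NFKBIA, TNFAIP3, ICAM1, CXCL2 and CXCL8, against a median of 1 for random lists. The share of random lists with as many was 0.0182, or 0.0364 adjusted over both lists. Within 10 kb the count was 1 and the share 0.345, and within 200 kb they were 12 and 0.0027. With the 10000 highest peaks the count was 3 and the share 0.0879, and with the 40000 highest they were 6 and 0.00600. The count was 17 without untreated replicate 1 (median of random lists 11), and 8 and 12 without TNFα replicates 1 and 2 (median 4 for each). The region at NFKBIA covered its start (chromosome 14, 35403391 to 35405211) and ranked 10068 and 16889 in the TNFα libraries, 20874 in untreated replicate 1 and 10888 and 8049 in the cobimetinib libraries. It and the region at CXCL2 were also gained under cobimetinib, so 2 of the 5 regions were gained under both treatments. The NF-κB list had as many cobimetinib gained regions, 5, at NFKBIA, TNFAIP2, BIRC3 and CXCL2 (median of random lists 2, share 0.0573). It had 3 cobimetinib lost regions, at TNFAIP3, TNFAIP2 and CCL20 (median 1, share 0.0591). The region 26610 bp from TNFAIP3 (chromosome 6, 137894197 to 137895725) ranked 14744 and 12677 under TNFα and had no peak in the other 4 libraries. TNFAIP2 and NFKB2 each had 1 region lost under TNFα, and BIRC3 had a region gained under cobimetinib. A region 3610 bp from CCL20 (chromosome 2, 227817452 to 227818995) was lost under cobimetinib and ranked 8161 and 3366 untreated and 2767 and 2765 under TNFα.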

Values the study reported

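Of 456 genes that the study classed as AP1-dependent, 56 (12.2%) were predicted targets of 38 enhancers derived from LTR10. It placed the enhancer of ATG12 and AP3S1 on chromosome 5 at 87 kb from these genes.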

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

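Ties in random order, GC strata, 20 width strata and the comparison with mixed pairs that hold or lack untreated replicate 2 were tests chosen only after the results were seen. Across 193 alternative values of the results, 113 stayed the same, 62 moved, 10 were weaker, 1 was stronger and 7 reversed. These values include control words, and 1 weaker and 1 reversed value are theirs. A control word without an excess does not weaken the result it stands beside. The control word of AP1 in TNFα gained regions (1.38) is counted among the same values, although its excess does weaken that result. The same means, for a test, the same direction and side of the threshold; for a count, within 1.5 times; and for an odds ratio without a test, inside the 95% interval of the reported value. Ties in random order left all 12 results recomputed with them the same by this rule.

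Counts of called regions depended strongly on how many peaks entered. With all deposited peaks there were 3840 cobimetinib lost, 4836 cobimetinib gained, 4754 TNFα gained, 3664 TNFα lost, 5814 TNFα over cobimetinib and 5637 cobimetinib over TNFα regions. Peaks with a score over 20 gave 3637, 4715, 4513, 3486, 5551 and 5515, in the same order. With the 40000 highest peaks there were 2425 cobimetinib gained, 685 TNFα lost and 3137 cobimetinib over TNFα regions, and with the 10000 highest there were 869 TNFα gained regions. Requiring absence from the 40000 highest peaks, a stricter rule by construction, left 123, 366, 352, 56, 834 and 572 regions in the order above. Requiring that peaks cover at least 50% of a region left 248 cobimetinib lost and 155 TNFα lost regions. For none of these changes beyond the stricter rule was a cause shown, and the cause was not tested. In every one of these settings and with either merging distance, both counts that separate TNFα from cobimetinib libraries exceeded the largest count from mixed pairs. Both lost counts exceeded those of mixed pairs that hold untreated replicate 2 in these settings, narrowly with all deposited peaks (3840 against 3714 and 3664 against 3647). The cobimetinib gained count did not exceed that of mixed pairs without this library with all deposited peaks, with scores over 20 or with 50% covered, and the TNFα gained count did so only with the 10000 highest peaks or the stricter rule of absence.

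Leaving out a replicate removes a condition from the rule, so counts rise by construction. Across the 4 settings that each left out 1 replicate, counts ran from 1142 to 8603 for cobimetinib lost, 1823 to 6230 for cobimetinib gained, 1699 to 6200 for TNFα gained, 720 to 8374 for TNFα lost, 3039 to 4397 for TNFα over cobimetinib and 2489 to 4075 for cobimetinib over TNFα regions. The highest count of each comparison with untreated cells came without untreated replicate 1, where untreated replicate 2 alone stands for the condition.

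Replicate similarity kept its direction in all 5 alternatives. The odds ratio of regions lost in both treatments was 5.81 with the 10000 highest peaks, 20.8 with the 40000 highest and 16.9 with absence from the 40000 highest, and ran from 6.09 to 167 when 1 replicate was left out; the cause was not tested. Start-site odds ratios stayed below 1 throughout, from 0.0656 to 0.530 for cobimetinib lost and 0.156 to 0.736 for TNFα gained regions when 1 replicate was left out.

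The AP1 odds ratio in cobimetinib lost regions fell to 1.13 without width strata, and the control word gave 1.02. It ran from 1.102, without untreated replicate 1, to 1.66 when 1 replicate was left out. In TNFα gained regions the AP1 value was weaker with the 40000 highest peaks (1.14), with absence from the 40000 highest (1.03), with the motif sought in the central 1 kb (1.16) and with GC strata (1.16). It reversed to 0.664 without width strata, and ran from 0.975, a reversal without TNFα replicate 1, to 1.20 when 1 replicate was left out. The NF-κB value was 1.19 with the 10000 highest peaks, reversed to 0.972 without width strata, and ran from 1.25 to 1.44 when 1 replicate was left out. Its control word gave 0.789, no excess. With 20 width strata, which recovered a planted odds ratio with less bias than 5, the values were 1.87, 1.30 and 1.58 in the order above and stayed past the threshold. Kept regions were wider than called regions, the difference that the strata adjust for; for the other changes the cause was not tested.

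Array odds ratios in cobimetinib lost regions changed direction with the 10000 highest peaks (1.24) and with arrays of 2 or more words (1.06), and in TNFα gained regions with the 40000 highest (1.29), none past the threshold; the cause was not tested. They ran from 0 to 0.887 and from 0.296 to 0.837 when 1 replicate was left out. The MAPK list had from 1 to 7 lost regions and the NF-κB list from 6 to 17 gained regions in those settings. Within 10 kb the NF-κB list had 1 gained region, and with the 10000 highest peaks it had 3, both no longer past the threshold.

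Replicate numbers are shared between conditions, but same-numbered libraries did not deviate together: the correlations of the differences between replicates across regions were 0.0458, 0.0677 and 0.0250 for the 3 pairs of conditions. With a replicate block, the AP1 odds ratio in TNFα gained regions was 1.01 and that of arrays in cobimetinib lost regions was 0.292, the latter past the threshold; the cause was not tested. The block changed no other call among the 7 tests. Read depth is unknown, so whether a region absent from a list lacked the mark or lacked reads cannot be decided from these data.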

Other observations

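The tests on untreated replicate 2, the strata of GC content, the ratios to control words, the odds ratios of mixed pairs, the motif tests in sets other than cobimetinib lost and TNFα gained regions, the ranks of array regions with their matched sets and the ranks of genes were chosen only after the results were seen.

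Start sites, 4 words, arrays and both gene lists were examined in all 6 sets of called regions, and this was done with all 6 libraries and again without either untreated library, so the tests given here were picked from a larger number.

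Untreated replicate 2 stood apart from every other library. A swap with another H3K27ac library of the series is argued against by its highest Jaccard index, 0.292, which is below the lowest among the other 5 libraries, 0.476. A swap or mixture with an IgG library was not tested, since those libraries are not analysed here. Narrow peaks are not the whole reason, since the untreated pair shared only 0.361 of regions, against at least 0.542 for pairs of the other 5 libraries. Over the 2000 highest peaks the library stood apart less: its index with TNFα replicate 2 was 0.289, above the 0.260 of cobimetinib replicate 1 with TNFα replicate 2. Weak peaks alone are still argued against, because the untreated pair had 0.245, against 0.410 for the cobimetinib pair and 0.484 for the TNFα pair. With treated libraries, untreated replicate 2 had at most 0.289 and untreated replicate 1 at least 0.326. Ties do not account for it either: with tied peaks left out the highest index was 0.297, and the other 5 libraries had at least 0.475. Weaker enrichment over background stays open. Of the 7609 regions held by this library alone, 3.98% lay within 1 kb of a start site, compared with 2.38% to 3.18% in 20 random placements and 8.83% to 27.8% for regions held by another single library. The value lies above random placement and below all other libraries, so weaker enrichment cannot be told apart from another difference of the sample. No biological explanation was tested, since both untreated libraries carry the same label.

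The comparison of both treatments does not use presence in this library, although its peaks helped set the region boundaries. It separated 3783 regions in total, against at most 875 for mixed pairs, whereas the comparison with untreated cells separated 2131 regions for cobimetinib, against at most 1364, and 1762 for TNFα, against at most 1682.

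The AP1 word was more common in distal regions held by TNFα and not by cobimetinib libraries, with an odds ratio of 1.78 (1.57 to 2.03) at matched width, above the 0.611 to 1.15 of mixed pairs of these 4 libraries. It was less common in the converse set, with 0.597 (0.517 to 0.689), near the lowest mixed pair, so that deficit is not shown to go beyond replicate differences. Adjusted over the 60 tests of all sets and words, their Cochran-Mantel-Haenszel p-values were 5.44e-18 (n = 1792 and n = 5445 regions) and 5.15e-12 (n = 1291 and n = 5445 regions). With strata of width and GC content the first value was 1.63 (1.43 to 1.87), and the control word gave 1.24 (1.06 to 1.45). The ratio of both was 1.31 (1.08 to 1.59), which argues against width and GC content as the whole cause; the control word's own excess leaves a smaller part open. For cobimetinib lost regions the AP1 value with GC strata was 1.55 (1.24 to 1.94), against 0.968 (0.748 to 1.25) for the control word, a ratio of 1.60 (1.14 to 2.24), which argues against them there as well. Without untreated replicate 1 the value at matched width was 1.102, so that excess rests on this library. For TNFα gained regions the AP1 value with GC strata was 1.16 (0.984 to 1.38), below the control word at 1.29, so width and GC content may account for that excess. In cobimetinib gained regions the AP1 word was less common at matched width, with 0.6175 (0.526 to 0.725). This was below the 1.20 and 1.04 of mixed pairs without untreated replicate 2. The ratio to the control word there was 0.668 (0.521 to 0.857). The NF-κB word in TNFα gained regions rose to 2.10 (1.69 to 2.62) with GC strata, against 0.976 (0.767 to 1.24) for its control, which argues against GC content and width as its cause. The NF-κB word was not in excess in regions held by TNFα and not by cobimetinib libraries, where its odds ratio was 0.793 (0.676 to 0.930, adjusted 0.0117 over the 60 tests) at matched width and 1.14 (0.964 to 1.36) with GC strata. In the converse set it was 0.653 (0.534 to 0.799) at matched width and 0.680 (0.554 to 0.836) with GC strata, with a ratio to the control word of 0.626 (0.485 to 0.806). At matched width mixed pairs gave 0.576 to 0.787, so the deficit in the converse set is not shown to go beyond replicate differences. The 0.793 of regions held by TNFα and not by cobimetinib libraries lay above all of these. It also lay above its control word at matched width (0.718), so a deficit tied to treatment is not shown there either. The ratio of the NF-κB word to its control was 2.155 (1.57 to 2.93) in TNFα gained regions and 1.102 (0.886 to 1.40) in regions held by TNFα and not by cobimetinib libraries. These intervals are apart, as are those of the odds ratios at matched width and with GC strata, so the excess was larger against untreated than against cobimetinib libraries. The sets share regions and have different kept regions, and no formal test of the difference was made.

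Array regions were also ranked within each list. Of 34 distal array regions, 21 (61.8%) ranked higher in both TNFα than in both cobimetinib libraries and 4 (11.8%) ranked lower in both, where chance gives 16.7% for each direction. Distal regions with an AP1 word and no array did so in 40.2% and 21.1% of cases. In 10000 random sets of such regions matched on mean rank, the median was 14 and a share of 0.0133 had as many as 21, which argues against array regions merely following other AP1 regions of the same rank. Over the 3 pairs of conditions the adjusted share was 0.0293. Against untreated libraries, 17 ranked higher under TNFα (share 0.0195, adjusted 0.0293), and 10 ranked higher in untreated than in cobimetinib libraries (share 0.305). A greater sensitivity of tandem AP1 arrays to the pathway is a candidate explanation, found and tested on the same data. Array regions were matched on rank only, and their larger number of AP1 words was not matched.

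Regions lost under cobimetinib were lost under TNFα more often than in simulated libraries without a response, whose highest odds ratio was 4.42 against 9.58 observed. The simulation assumes that every library is as variable as the untreated pair, and regions that both untreated libraries share by chance would be absent from both treatments, so the shared untreated libraries cannot be told apart from a common response.

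Adjusted over the 12 tests of both gene lists in all 6 sets, the NF-κB list did not pass the threshold in TNFα gained regions (0.109) or in regions held by TNFα and not by cobimetinib libraries (7 regions, 0.109). By rank of the best peak within 1 kb of a start site, 6 of the 12 NF-κB genes ranked higher in both TNFα than in both untreated libraries and 0 lower, where chance gives 2 in each direction. In the same comparison 4 of the 12 MAPK genes ranked higher and 1 lower, so part of this tilt may not be specific to NF-κB genes. Of the 15 genes from loci the study examined, 0 ranked higher and 2 lower. No test was made of these counts.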
